A study of Mus musculus with 126 samples.

How the data were processed

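The series holds 126 samples of mouse embryonic stem cells, of which the 8 RNA-seq libraries were analysed here. The other 118 samples are 60 ChIP-seq samples for 5 transcription factors, 8 ChIP-seq samples for acetylated histone H3, 18 input and IgG controls, 16 ATAC-seq samples and 16 matching controls on naked DNA, and they were not analysed here. Per the labels, the cells were J1 wild type cells or cells of the same background lacking Dnmt1, Dnmt3a and Dnmt3b (triple knockout, TKO), grown on gelatin with serum and leukaemia inhibitory factor. They were exposed for 36 h to Trichostatin A (TSA) at a labelled 5 ng/µl, or to 0.0033% DMSO as the control. The genotype, the treatment and the replicate number of each library were taken from the labels, which gives 4 groups of 2 libraries.

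Per the labels' protocols, total RNA was treated with DNase, depleted of ribosomal RNA, made into libraries with a strand-directional kit and sequenced as paired reads. The authors deposited a table of raw read counts per gene for the 8 libraries, with the chromosome, the start and end of each exon, the strand and the summed exon length of each gene. The aligner, the counting tool, the genome build, the annotation and the treatment of multi-mapping reads are not stated in the labels or the table. Whether the counting used the strand is not stated either, so genes with overlapping exons were treated as uncertain. Coordinates are given as in the deposited table, and gene starts and ends are those of the outermost exons. No reference genome was used here, so GC content was not examined. The deposited exon lengths are the second unit used, a length in bases recorded per gene by the authors and read as deposited.

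The table lists 23420 genes. Total counts ran from 13280631 to 15542527 per library, so the smallest level that 3 counts can show was 0.193 to 0.226 CPM. Such floors cover counting error only, since reads amplified by PCR are not independent molecules. Replicates were compared by a chi-square over genes before they were averaged. The chi-square per degree of freedom was 13.0, 6.94, 5.58 and 8.96 in wild type DMSO, wild type TSA, TKO DMSO and TKO TSA, so no pair of libraries agreed within sampling noise and each was counted as 1 replicate. A spread above sampling noise does not show that the libraries came from separate cultures. The SDs and p-values may therefore not cover spread between cultures. Levels are normalised CPM, that is counts as a share of each library's total after scaling by TMM factors, given as mean ± SD of 2 libraries.

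Counts were tested with edgeR 4.0.16 in R 4.3.3. The filterByExpr filter kept 15822 genes, TMM factors scaled the libraries, and 1 quasi-likelihood model with a mean for each of the 4 groups was fitted to all 8 libraries, which leaves 4 residual degrees of freedom. All tests were two-sided and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an adjusted p below 0.05. The 6 contrasts were TSA against DMSO in each genotype, TKO against wild type in each treatment, TKO with TSA against wild type with DMSO, and the interaction, which is the TSA effect in TKO minus that in wild type. Standard errors (SE) of log2 fold changes were derived from the fold change and the F statistic and are approximate. With 2 libraries per group, an exact permutation test of a single gene cannot go below a p of 0.333, so the gene-level p-values rest on the variance that the model shares across genes. The common biological coefficient of variation was 10.3%.

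Lists of 26 germline genes, 29 imprinted genes, 16 pluripotency genes and 11 histone deacetylase genes were fixed before the data were examined, as were the grouping, the designs and the listed alternatives. Germline, imprinted and pluripotency lists were tested with fry, a rotation gene set test, with adjustment over the 18 pairs of list and contrast. Genes named in the text follow a rule fixed in the same way. The rule takes, for each contrast, the 3 strongest increases and the 3 strongest decreases among called genes with a mean of at least 1 CPM and no overlap between the libraries of the groups compared. It adds the 3 targeted genes, the genes of the 5 assayed transcription factors, H1f0 and Cdkn1a as checks of the response to the inhibitor, and at most 5 called genes per list and contrast. Other genes named were chosen after their values were seen, and the text says so. A fold against a group with at most 3 counts in each library is given as a lower bound against that floor.

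Chromosome medians were taken over the tested genes after subtracting the median of all tested genes, and were placed among 10000 random gene lists matched on mean expression. Replicate numbers are shared between groups in the titles of the libraries, and a fit with the replicate number as a block was run beside each test. Whether the numbers pair the libraries was checked by correlating, across genes, the deviations of same-numbered libraries from their group means. The correlation was between 0.0673 and 0.325 for the 6 pairs of groups, and the titles do not say what the replicate number stands for.

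Alternatives were DESeq2 size factors, total counts or the upper quartile as scaling, no filter or a mean of at least 10 counts, removal of the 10 genes with the highest total count, an offset for gene length with and without the replicate block, a fit of only the groups compared, DESeq2 1.42.0 in place of edgeR, camera from limma 3.58.1 in place of fry, stricter thresholds, and leaving out each library in turn. A fit without 1 library leaves that group with a single library, so only values and no calls are given for it. The procedure was tested on simulated counts with the means and depths of the 8 libraries, in which 200 genes were changed by a log2 fold change of 1.5. The edgeR test called 81.5% of the changed genes that passed the filter and made 13 false calls among 15426 genes tested. DESeq2 called 79.5% with 13 false calls. These values are for TSA against DMSO in wild type, since genes were changed only in the wild type TSA group, in both directions. A further 20 genes were raised there by a log2 fold change of 1 as a set. In the real contrast 52.8% of genes were called, so the simulation does not test the scaling under such broad changes. Results for the interaction are not given.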

Results

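The series asks how DNA methylation and histone acetylation contribute to the binding of transcription factors along the genome. Its RNA-seq part measured gene expression in mouse embryonic stem cells under the 4 combinations of genotype and treatment. Wild type cells were of the J1 line, and TKO cells lack the DNA methyltransferases Dnmt1, Dnmt3a and Dnmt3b, which set and maintain DNA methylation. Trichostatin A (TSA) inhibits histone deacetylases, and DMSO is its solvent. Each group had 2 libraries. Total counts were 14938371 and 13280631 in wild type DMSO, 15335733 and 13591245 in wild type TSA, 15542527 and 14396660 in TKO DMSO, and 14241830 and 15002893 in TKO TSA. Across genes, log2 CPM of the 2 replicates of a group correlated with an r of 0.988 to 0.992, where genes are not independent replicates.

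The targeted genes were examined first. Dnmt1 (chromosome 9, 20907206 to 20959888) was at 446 ± 25.4 normalised CPM (SD, n = 2) in wild type DMSO and 130 ± 6.31 (SD, n = 2) in TKO DMSO. In TSA the values were 367 ± 9.93 and 126 ± 3.403 (SD, n = 2). Dnmt3a (chromosome 12, 3806980 to 3914443) was at 211 ± 36.2 in wild type DMSO, 157 ± 7.95 in wild type TSA, 26.4 ± 0.802 in TKO DMSO and 34.6 ± 6.42 in TKO TSA (SD, n = 2). Dnmt3b (chromosome 2, 153649449 to 153687730) was at 592 ± 5.32, 360 ± 24.3, 44.9 ± 1.78 and 68.7 ± 10.4 in the same order (SD, n = 2). In DMSO the log2 fold change of TKO against wild type was -1.78 ± 0.09 (SE) for Dnmt1, -2.996 ± 0.15 for Dnmt3a and -3.72 ± 0.12 for Dnmt3b, with edgeR adjusted p-values of 1.47e-06, 1.47e-06 and 5.35e-08. All 4 TKO libraries were below all 4 wild type libraries for each gene. The labels describe TKO cells as lacking these genes and give no RNA levels. Reads from the genes remained in TKO, and the table does not show which exons they came from. Dnmt3b was lower with TSA in wild type (log2 fold change -0.72, edgeR adjusted p 0.000292) and higher with TSA in TKO (0.61, edgeR adjusted p 0.000844).

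**Figure D1:**
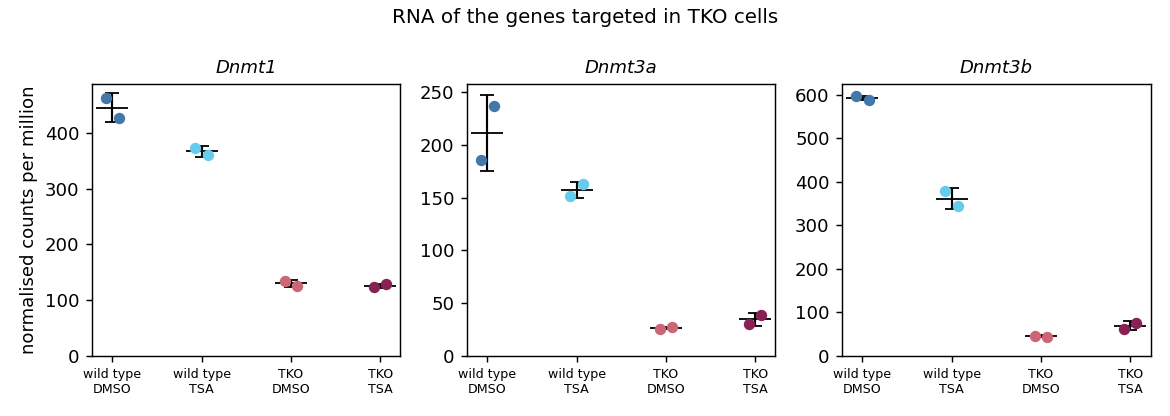
Normalised counts (CPM) of Dnmt1, Dnmt3a and Dnmt3b in the 4 groups, where each dot is a library and the mark and bar are the mean and SD of 2 libraries. In each panel the 4 TKO libraries lie below the 4 wild type libraries, as for Dnmt3b with means of 44.9 and 68.7 in TKO against 592 and 360 in wild type.

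The first question was what blocking histone deacetylation does to expression where DNA methylation is present. TSA against DMSO in wild type gave 8358 called genes of 15822 tested, 4266 higher and 4092 lower. Of these, 3296 differed at least 2-fold, 2498 of them higher and 798 lower. The balance of directions rests on the scaling. With total counts as the only scaling, 5812 genes were higher and 2433 lower, and the median of all genes moved from a log2 fold change of 0.01 to 0.22. With the upper quartile, 5365 were higher and 2794 lower, and the median moved to 0.16. The gene length offset turned the majority, with 4047 higher and 4279 lower. All directions below are relative to the TMM scaling. With the replicate number as a block, 9256 genes were called, where deviations of same-numbered libraries of these groups correlated with an r of 0.268. Among the 3956 genes of lowest mean expression 1526 were higher and 295 lower, and among the 3956 genes of highest mean expression 503 were higher and 1823 lower.

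Under the naming rule, Slc34a2 (chromosome 5, 53049353 to 53071663) had no counts in wild type DMSO and 5.54 ± 2.74 CPM (SD, n = 2) in wild type TSA, at least 24.2-fold higher (edgeR adjusted p 0.000625). Cd200r2 (chromosome 16, 44867097 to 44915840) rose at least 21.4-fold (edgeR adjusted p 0.000172) and Phf11a (chromosome 14, 59276913 to 59297522) at least 7.07-fold (edgeR adjusted p 0.00102). 9430069I07Rik (chromosome 15, 34349051 to 34357872) was at least 17.3-fold lower (edgeR adjusted p 7.91e-05), with 12.2% of its exon bases inside exons of Matn2. Pramel6 (chromosome 2, 87508458 to 87510865) was at least 10.4-fold lower and the neighbouring Pramel7 (87489088 to 87492418) at least 6.33-fold lower (edgeR adjusted p 0.000235 and 0.000362). Pramel and Phf11 genes form families of similar copies, so their counts are uncertain. Both genes fixed as checks of the inhibitor response were higher with TSA. H1f0 (chromosome 15, 79028212 to 79030500) rose from 45.2 ± 7.17 to 109 ± 15.5 CPM, and Cdkn1a (chromosome 17, 29090986 to 29100722) from 22.0 ± 3.44 to 37.6 ± 1.12 (SD, n = 2; edgeR adjusted p 0.000149 and 0.000908).

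The same comparison in TKO asks what TSA does where DNA methylation is missing. There 9284 genes were called, 4872 higher and 4412 lower, and 4102 of them differed at least 2-fold. With total counts as the only scaling the directions were 5908 and 3267, with a median of all genes of 0.19. Under the gene length offset 4602 were higher and 4600 lower. The fit with the replicate block called 10039 genes, at an r of 0.176 between deviations of same-numbered libraries. AU015228 (chromosome 2, 130100394 to 130103375) rose from 0.537 ± 0.372 to 92.3 ± 39.7 CPM (SD, n = 2), a 172-fold difference (edgeR adjusted p 4.01e-06). Olfr815 (chromosome 10, 129901776 to 129902726), of the olfactory receptor family and so uncertain in its counts, rose at least 20.9-fold, and Usp18 (chromosome 6, 121245906 to 121270917) at least 10.8-fold (edgeR adjusted p 6.36e-05 and 8.15e-05). Lefty2 (chromosome 1, 180893119 to 180899102) fell from 578 ± 22.2 to 4.52 ± 4.52 CPM (SD, n = 2) and Lefty1 (180935039 to 180938401) from 362 ± 39.4 to 3.33 ± 2.66 (SD, n = 2), which are 130-fold and 110-fold differences (edgeR adjusted p 5.18e-06 and 2.19e-06). Lefty1 and Lefty2 are similar neighbouring genes, so how reads were split between them is uncertain. Tgtp1 (chromosome 11, 48985329 to 48992246) was at least 18.1-fold lower (edgeR adjusted p 1.75e-05), and its counts are uncertain because a similar copy exists. H1f0 and Cdkn1a were again higher with TSA, with log2 fold changes of 1.12 and 1.04 (edgeR adjusted p 0.000185 and 8.12e-05).

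The TSA effects of the genotypes were close. Of the genes called in both, 6865 in all, 6818 (99.3%) changed in the same direction, and the fits with the replicate block gave 7586 such genes at correlations of same-numbered deviations of 0.268 and 0.176. Across the 15822 genes the effects correlated with an r of 0.837, and of 0.837 with the replicate block, where genes are not independent replicates. Over genes called in either genotype the slope of the TKO effect on the wild type effect was 1.17 by total least squares, and it ran from 1.05 to 1.27 across the 8 fits that each left out 1 library.

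**Figure D2:**
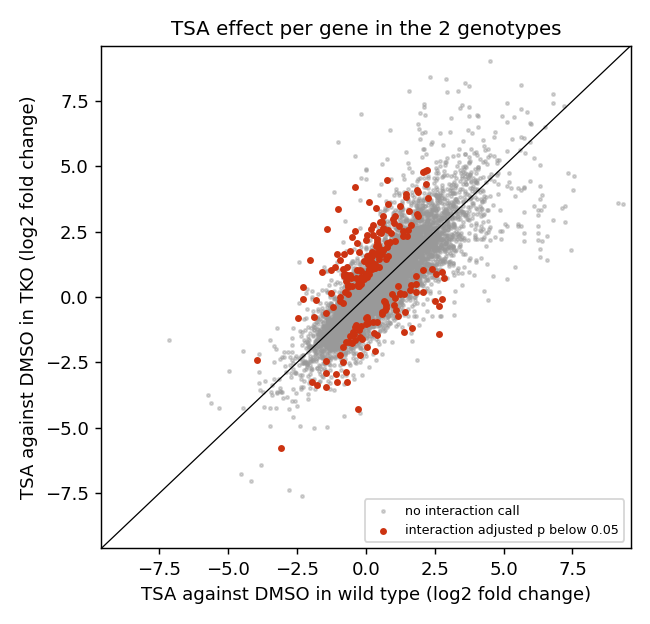
Log2 fold change of TSA against DMSO in wild type (horizontal) and in TKO (vertical), with 1 dot per gene, a diagonal line at equal effects, and the genes called for the interaction in red. Most genes lie along the diagonal (r of 0.837 across genes), and 213 genes were called for a difference between the genotypes.

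The loss of the DNA methyltransferases without the inhibitor was examined by comparing TKO with wild type in DMSO. The titles give J1 and TKO as the only lines. A genotype difference therefore cannot be told apart from other differences between these lines, and the libraries measure spread within a line only. This limit holds for every genotype contrast, gene list and interaction below. This gave 3221 called genes, 1523 higher and 1698 lower, of which 1363 differed at least 2-fold. The majority changed side with the scaling, with 1651 higher and 1568 lower for total counts and 1674 higher and 1534 lower for the upper quartile. The fit with the replicate block called 4217 genes, where deviations of same-numbered libraries correlated with an r of 0.228. 1700080O16Rik (X, 51968695 to 51972772) had no counts in wild type DMSO and 5.58 ± 0.542 CPM (SD, n = 2) in TKO DMSO, at least 24.4-fold higher (edgeR adjusted p 1.13e-05). Gm773 (X, 56189827 to 56212881) was at least 10.7-fold higher and Magea2 (X, 155027201 to 155033292) at least 8.23-fold higher (edgeR adjusted p 0.00104 and 0.00247). Magea genes are near-identical copies, so the counts of single members are uncertain. Cav1 (chromosome 6, 17306335 to 17341328) was at 15.6 ± 4.82 CPM (SD, n = 2) in wild type and at or under 3 counts in both TKO libraries, at least 73.9-fold lower (edgeR adjusted p 8.10e-06). Nts (chromosome 10, 102481756 to 102490418) was at least 12.9-fold lower and Il24 (chromosome 1, 130882074 to 130887411) at least 5.02-fold lower (edgeR adjusted p 0.000979 and 0.0108). The wild type DMSO libraries were unequal for both, with 21 and 49 counts of Nts and 23 and 6 of Il24. These bounds, taken from the means, therefore depend on the library.

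In TSA, TKO against wild type gave 2910 called genes, 1584 higher and 1326 lower, with 1040 differing at least 2-fold. Here too the majority changed side, with 1377 higher and 1511 lower for total counts and 1326 higher and 1574 lower for the upper quartile. The replicate block raised the number to 4097, at an r of 0.325. Of the 1456 genes called for the genotype in both treatments, 1431 (98.3%) had the same direction. The corresponding number with the block was 2040. 1700080O16Rik was at least 179-fold higher, Magea5 (X, 155053061 to 155061553) at least 117-fold higher and Magea2 at least 24.4-fold higher in TKO (edgeR adjusted p 6.41e-07, 3.32e-06 and 0.000464). Tagln (chromosome 9, 45929628 to 45936058) was 62.7-fold lower, at 297 ± 152 CPM in wild type and 4.81 ± 4.40 in TKO (SD, n = 2; edgeR adjusted p 0.000254), and 5.99% of its exon bases lie inside exons of Pcsk7. Il24 was at least 21.6-fold lower and Col8a1 (chromosome 16, 57624256 to 57754737) at least 12.1-fold lower (edgeR adjusted p 0.00104 and 0.000436).

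Both changes together were measured by TKO with TSA against wild type with DMSO. Here 9793 genes were called, 5015 higher and 4778 lower, and 4403 of them differed at least 2-fold. With total counts as the only scaling 6064 were higher and 3542 lower, with a median of all genes of 0.17, and the upper quartile gave a median of 0.11. The gene length offset turned the majority, with 4778 higher and 4894 lower. With the replicate block 10413 genes were called, at an r of 0.0673. 4930550L24Rik (X, 58911461 to 58920304) was at least 311-fold higher, 1700080O16Rik at least 152-fold and Gm773 at least 71.1-fold higher (edgeR adjusted p 7.43e-08, 2.35e-07 and 4.21e-06). The strongest decreases were those of Lefty1 (103-fold), Trh (chromosome 6, 92242062 to 92244648, 77.8-fold) and Lefty2 (65.3-fold), with edgeR adjusted p-values of 1.48e-06, 7.43e-08 and 8.10e-06. Genes called both for TSA in wild type and for TKO in DMSO numbered 1828, of which 1063 (58.2%) had the same direction and 765 the opposite. The number with the same direction was 1513 with the block, where deviations in wild type DMSO correlated with an r of 0.268 with those in wild type TSA and of 0.228 with those in TKO DMSO. These contrasts share the wild type DMSO libraries. Across genes their effects correlated with an r of 0.179 (0.176 with the block), and of 0.166 and 0.0787 when each contrast used a different wild type DMSO library.

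Whether the TSA effect differed between the genotypes was tested directly by the interaction. It was called for 213 genes, 139 with a positive and 74 with a negative difference, where positive means a more positive TSA effect in TKO. The upper quartile scaling gave 96 positive and 85 negative calls, and the fit with the replicate block called 633 genes, with same-numbered deviations correlated at 0.0673 to 0.325 over the pairs of groups. Of the 213 genes, 84 were called for TSA in both genotypes in the same direction, 33 in both in opposite directions, 69 in TKO alone and 27 in wild type alone. Under the naming rule the positive differences were those of Tnc (chromosome 4, 63959785 to 64047015; log2 difference 4.58 ± 0.82 SE), Col3a1 (chromosome 1, 45311538 to 45349706; 4.41 ± 0.90) and Cav1 (4.02 ± 0.77), with edgeR adjusted p-values of 0.0312, 0.0438 and 0.0361. Col3a1 and Cav1 had at most 3 counts in each TKO DMSO library, so the sizes of their differences are uncertain. Tnc had 6 and 0 counts in the TKO DMSO libraries, so the size of its difference is uncertain too. A list of 33 mesenchymal markers, which leaves out Tnc, Col3a1, Cav1 and Tagln, also differed between the wild type DMSO replicates (median log2 difference 0.21 over 30 markers, percentile 99.85 of matched random lists) and, in the other direction, between the TKO TSA replicates (-0.24, percentile 0), but not between the wild type TSA (0.03, percentile 71.5) or TKO DMSO replicates (-0.05, percentile 19.5). Negative differences were those of Emp1 (chromosome 6, 135362931 to 135383173; -3.97 ± 0.25), Gpr146 (chromosome 5, 139380667 to 139396414; -3.01 ± 0.61) and Nxf2 (X, 134944531 to 134964754; -2.83 ± 0.49), with edgeR adjusted p-values of 7.13e-05, 0.0414 and 0.0284. Emp1 was at 38.3 ± 7.04 CPM in wild type DMSO, 30.99 ± 2.02 in wild type TSA, 40.0 ± 3.58 in TKO DMSO and 2.05 ± 0.214 in TKO TSA (SD, n = 2). In wild type DMSO Gpr146 had 4 and 4 counts and Nxf2 had 3 and 5, so the sizes of their differences are uncertain. Nxf2 has similar copies on the X chromosome, so its counts are uncertain.

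Germline genes are often silenced by promoter methylation in embryonic stem cells, and they were followed as a list of 26 genes, all tested. Their median log2 fold change in TKO against wild type was 1.35 in DMSO (20 of 26 higher) and 0.97 in TSA (21 of 26 higher), each with an fry adjusted p of 0.0123 by edgeR. TSA gave a median of 1.07 in wild type and 0.99 in TKO, each with an edgeR adjusted p of 0.0177. TKO with TSA against wild type DMSO gave 1.94 (23 of 26 higher, edgeR adjusted p 0.00210), and the interaction -0.23 (edgeR adjusted p 0.585). With the replicate block, where same-numbered deviations correlated at 0.0673 to 0.325, the adjusted p-values were 0.0101 for both TKO contrasts, 0.0129 and 0.0110 for TSA in wild type and TKO, 0.00446 for both changes together and 0.559 for the interaction. In TKO against wild type in DMSO 16 germline genes were called over all genes and 17 over the list alone. With TSA in wild type 17 of the 26 were called higher over all genes, against 1526 of the 3956 genes of lowest mean expression. Genes of low expression thus rose with TSA more often than others, and the list was not set against genes matched on expression. The part of its TSA shift that follows from expression level was not measured. Dazl (chromosome 17, 50279394 to 50293599) was at 10.4 ± 2.76 CPM in wild type DMSO, 42.01 ± 22.96 in wild type TSA, 141 ± 9.77 in TKO DMSO and 263 ± 6.15 in TKO TSA (SD, n = 2). Asz1 (chromosome 6, 18050964 to 18109061) was at 0.579 ± 0.213, 3.25 ± 1.84, 17.4 ± 1.51 and 71.4 ± 2.54 in the same order (SD, n = 2). Brdt (chromosome 5, 107331194 to 107387058) was at 1.91 ± 0.279 and 2.36 ± 0.0468 in DMSO and at 21.9 ± 6.88 and 29.6 ± 9.12 in TSA (wild type and TKO; SD, n = 2).

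**Figure D3:**
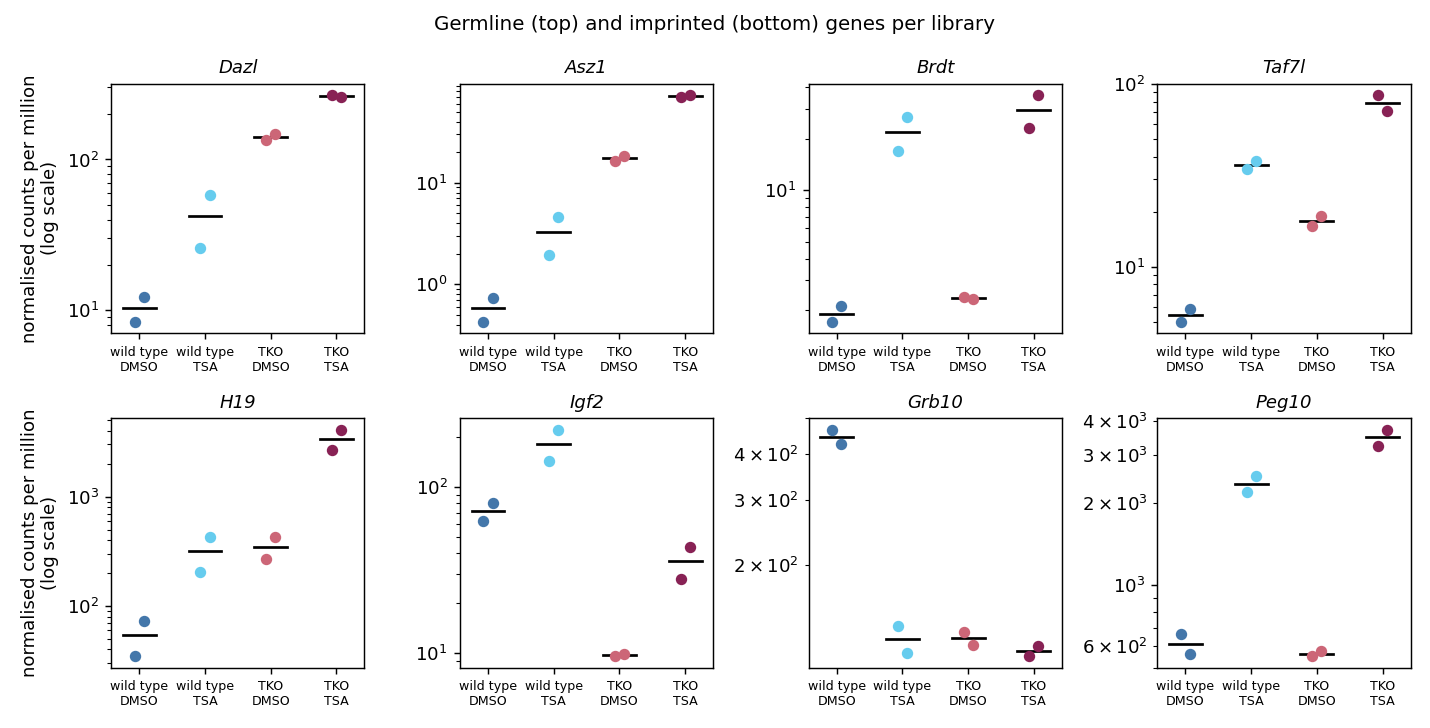
Normalised counts (CPM) on a log axis of 4 germline genes (top row) and 4 imprinted genes (bottom row) in the 4 groups, with 1 dot per library and a black line at the mean. Dazl and Asz1 rise with either change and are highest in TKO TSA (263 and 71.4), Brdt rises with TSA in both genotypes (21.9 and 29.6), and Grb10 is high in wild type DMSO (446) and between 117 and 127 in the other groups.

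Imprinted genes are expressed from a single parental allele that methylation marks, and 29 were listed and tested. Their median log2 fold change was 0.34 for TSA in wild type, 0.44 for TSA in TKO, 0.50 for TKO in DMSO, 0.17 for TKO in TSA and 0.68 for both changes together, with edgeR fry adjusted p-values of 0.0454, 0.00210, 0.0601, 0.00200 and 0.00200. With the replicate block, at same-numbered correlations of 0.0673 to 0.325, these were 0.0232, 0.00446, 0.0442, 0.00446 and 0.00446, so the call for TKO in DMSO depends on the block. For the interaction the median was 0.28 (17 of 29 higher), with an edgeR adjusted p of 0.00709, and 0.0101 with the block. Single genes moved both ways. In TKO against wild type in DMSO 11 were called higher and 7 lower (20 called over the list alone). H19 (chromosome 7, 142575532 to 142578146) rose from 54.0 ± 27.5 in wild type DMSO to 346 ± 112 in TKO DMSO, 316 ± 157 in wild type TSA and 3392 ± 994 CPM in TKO TSA (SD, n = 2). Igf2 (chromosome 7, 142650768 to 142661035) fell from 71.4 ± 12.2 to 9.77 ± 0.276 in TKO DMSO (SD, n = 2; edgeR adjusted p 4.67e-05). Grb10 (chromosome 11, 11930499 to 12037420) was at 446 ± 28.8 in wild type DMSO and at 126 ± 15.4, 127 ± 7.45 and 117 ± 5.48 in wild type TSA, TKO DMSO and TKO TSA (SD, n = 2). Peg10 (chromosome 6, 4747306 to 4760516) was at 610 ± 72.1 and 561 ± 17.4 in DMSO and at 2350 ± 222 and 3479 ± 328 in TSA (wild type and TKO; SD, n = 2).

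The 16 pluripotency genes had a median log2 fold change of -1.12 with TSA in wild type and -1.23 with TSA in TKO, lower in all but 1 gene in each (edgeR fry adjusted p 0.00210 and 0.00200). Dppa3 (chromosome 6, 122626424 to 122630271) was the exception in the calls, with log2 fold changes of 1.498 and 2.04 (edgeR adjusted p 0.000482 and 3.88e-05). TKO against wild type gave 0.50 in DMSO (14 of 16 higher, edgeR adjusted p 0.0183) and 0.33 in TSA (edgeR adjusted p 0.0669), both changes together gave -1.03 (edgeR adjusted p 0.00405), and the interaction gave -0.12 (edgeR adjusted p 0.350). With the replicate block, at same-numbered correlations of 0.0673 to 0.325, the adjusted p-values in this order were 0.00581, 0.00456, 0.0287, 0.0788, 0.0101 and 0.396. With TSA in wild type 14 of the 16 were called lower, against 1823 of the 3956 genes of highest mean expression. This list was not set against genes matched on expression either. The part of its TSA shift that follows from expression level was not measured. Pou5f1 (chromosome 17, 35506032 to 35510777) was at 913 ± 31.8 and 941 ± 11.3 in DMSO and at 409 ± 67.4 and 350 ± 66.7 CPM in TSA (wild type and TKO; SD, n = 2).

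Expression of the 5 transcription factors assayed by ChIP-seq was compared because a change in their RNA would bear on their occupancy. Gabpa (chromosome 16, 84835124 to 84863778) was lower with TSA in wild type and TKO, with log2 fold changes of -0.48 ± 0.12 and -0.58 ± 0.12 (SE; edgeR adjusted p 0.00669 and 0.00186). Its level went from 262 ± 48.1 to 188 ± 7.90 and from 302 ± 2.26 to 202 ± 18.6 CPM (SD, n = 2), and in wild type it was not called with total counts as the only scaling (-0.27, edgeR adjusted p 0.0659). Of its exon bases, 2.47% lie inside exons of Atp5j. Max (chromosome 12, 76937269 to 76962248), Nrf1 (chromosome 6, 30047988 to 30153458), Sp1 (chromosome 15, 102406316 to 102436404) and Yy1 (chromosome 12, 108793311 to 108816632) were not called for TSA in either genotype or for TKO in either treatment. The smallest of their adjusted p-values in these contrasts was that of Nrf1 for TSA in wild type (log2 fold change -0.25, edgeR adjusted p 0.0513), and with the replicate block Nrf1 was called there (edgeR adjusted p 0.0319, in a range of 0.00778 to 0.721 over 11 alternatives). Max was called higher with TSA in both genotypes under total counts and the upper quartile, and Sp1 was called higher in wild type under total counts and lower in TKO under the length offset, so these results depend on the processing. Max was called for both changes together (0.30, edgeR adjusted p 0.0197). Of the 11 histone deacetylase genes, 5 were called for TSA in each genotype, with 2 higher and 3 lower in wild type and 3 higher and 2 lower in TKO. The lower genes were Hdac10 (chromosome 15, 89123303 to 89128700), Hdac4 (chromosome 1, 91932749 to 92148393) and Hdac2 (chromosome 10, 36974544 to 37001888) in wild type (log2 fold changes of -0.53, -0.52 and -0.27) and Hdac10 and Hdac4 in TKO (-0.60 and -0.59). With total counts as the only scaling Hdac10 and Hdac2 were lower without a call (-0.33 and -0.07 in wild type, -0.45 for Hdac10 in TKO). In wild type the calls of Hdac10 and Hdac2 were also lost with the upper quartile (edgeR adjusted p 0.0798 and 0.2999). They were lost with DESeq2 as well (DESeq2 adjusted p 0.0692 and 0.0545), and that of Hdac2 with only the groups compared (edgeR adjusted p 0.0739). Hdac6 (X, 7930122 to 7947889) was higher with TSA, from 138 ± 5.50 to 183 ± 1.09 in wild type and from 150 ± 10.6 to 281 ± 53.2 CPM in TKO (SD, n = 2; edgeR adjusted p 0.0146 and 9.86e-05). Over the 199 values of named genes, the fit with the replicate block left 196 with the same direction and side of the threshold, brought 2 past it (Nrf1 for TSA in wild type and the Dnmt3a interaction, 0.79 with an edgeR adjusted p of 0.0123) and changed the sign of 1 (Yy1 for TKO in DMSO, near 0), at same-numbered correlations of 0.0673 to 0.325.

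Genotype differences were also compared by chromosome. In DMSO the median log2 fold change of TKO against wild type was -0.19 over 831 genes of chromosome 8 and -0.21 over 628 genes of chromosome 15, below all of 10000 matched random lists (percentile 0 for each). The medians of the other autosomes and X lay between -0.01 and 0.04. Percentiles were also extreme for small shifts, at 100 for chromosome 11 (median 0.04), 99.6 for chromosome 12, 98.9 for chromosome 2 and 98.4 for chromosome 17, so they do not measure the size of a difference. In TSA the values were -0.18 and -0.15, with the others between -0.03 and 0.07. The chromosome 8 and 15 medians per library did not overlap between the 4 wild type and 4 TKO libraries, with an exact two-sided permutation p of 0.0286 for each, the smallest that 4 against 4 can give. These chromosomes were singled out after their values were seen. Of 21 chromosomes 4 reached this p (8, 15, 16 and Y). After adjustment over all 21 the exact permutation p of each was 0.15, but the adjusted p could pass only if 13 chromosomes reached the smallest p, so the adjustment does not decide. A further test, chosen after this, used the largest difference on any of 20 chromosomes (the autosomes and X) in each of the 70 splits of the libraries. Against it the exact permutation p of chromosomes 8 and 15 was 0.0286 for each, again the smallest possible. These permutation p-values take DMSO and TSA libraries as interchangeable, and splits within each treatment were not run. In wild type TSA moved the median of X by 0.15, and those of chromosomes 8 and 15 by 0.01 and -0.02. The differences of the library means were -0.20 for chromosome 8, -0.17 for 15 and 0.05 for 16. Chromosomes 8 and 15 held 374 of the 1698 genes called lower in TKO in DMSO (22.0%), against 9.22% of the genes tested. Along chromosome 8 the difference was uneven. The position that best divides the chromosome in DMSO lies before Gnao1, and the 310 genes from there to the end (93810838 to 129234003) had a median of -0.57, a ratio of 0.675, with 89.4% of them below 0. The 521 genes before it had a median of -0.02. In TSA the best position lay before Nudt21 (94019403), and the 308 genes after it had a median of -0.58. These positions were chosen from the values.

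**Figure D4:**
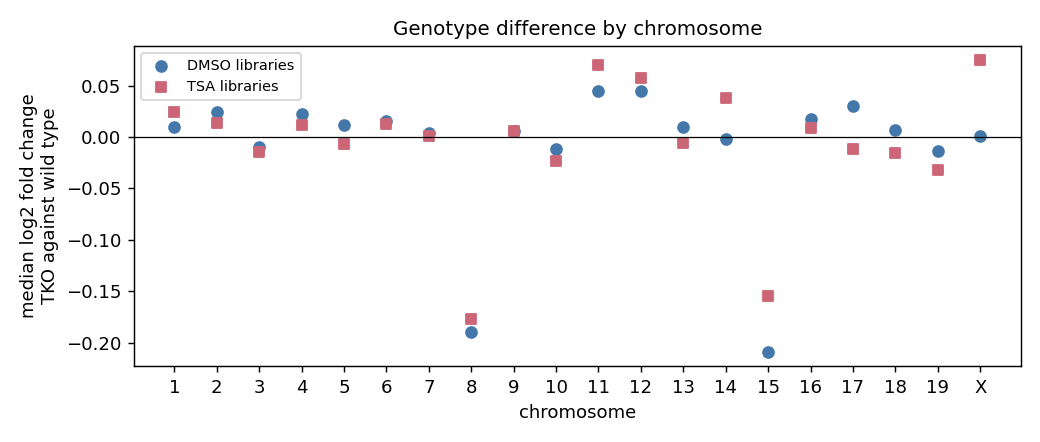
Median log2 fold change of TKO against wild type for each autosome and X, in DMSO libraries (circles) and TSA libraries (squares). Chromosomes 8 and 15 lie at -0.19 and -0.21 in DMSO and at -0.18 and -0.15 in TSA, below the range of -0.01 to 0.04 of the others in DMSO; the Y chromosome, with 8 genes tested, is not drawn.

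**Figure D5:**
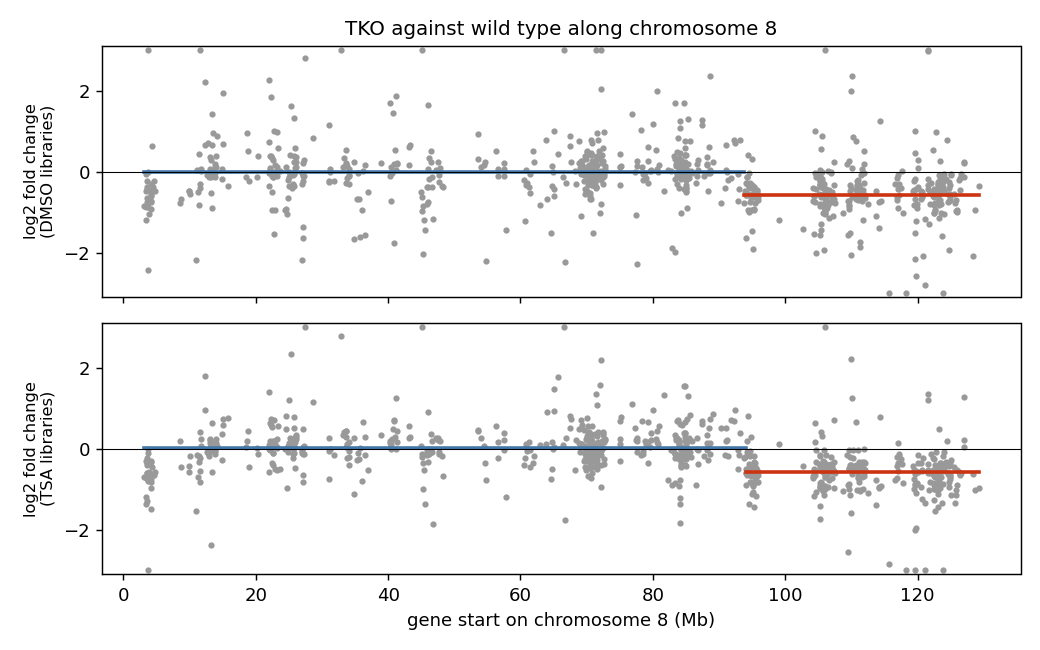
Log2 fold change of TKO against wild type of each tested gene by its start on chromosome 8 in Mb, in DMSO libraries (top) and TSA libraries (bottom), with values beyond 3 in either direction drawn at that limit and the median before (blue line) and after (red line) the dividing position of each panel. From the position found in DMSO (93810838) to the end of the chromosome, the median was -0.57 in DMSO against -0.02 before it.

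The Y chromosome showed the opposite direction, with a median log2 fold change of 1.46 in DMSO and 1.75 in TSA over 8 genes. Its medians per library did not overlap between the genotypes (exact two-sided permutation p 0.0286, the smallest possible with 4 against 4). This p too takes DMSO and TSA libraries as interchangeable. Numbers of genes with at least 3 counts were 15900 to 16220 in the DMSO libraries and 17052 to 17323 in the TSA libraries. Rn45s, the ribosomal RNA precursor, held 1.85 to 2.06% of counts in DMSO and 1.42 to 1.498% in TSA.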

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

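The fits behind the tests of scaling, of the 10 genes with the highest counts and of gene length were fixed before the data were examined, but their limits as tests were set only after the result was seen, and the test of overlapping exons was chosen only after the result was seen.

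A difference in the TSA effect between wild type and TKO was called for 213 genes, which drew attention because the same contrast differed between groups by a test of the difference itself. If the scaling of the libraries were the cause, the count would fall below 50% of this under the other scalings, and the lowest count under 3 of them was 181. Thinning all libraries to the smallest total, against unequal depth, left 205 genes. Removing the 10 genes with the highest total count left 213, and an offset for gene length left 200. Most were the same genes: 175 of the 181 called with total counts, 170 of the 181 with the upper quartile, 195 of the 205 after thinning, 213 without the 10 genes and 198 of the 200 with the offset were among the 213. A log scale can make a difference out of equal changes in level, but 96.2% of the 213 genes had a difference of the same sign on the linear scale of CPM, with 8 of the opposite sign. RNA from other cells was tested as a further source. A list of 33 mesenchymal marker genes, written before the test, had a median interaction of 0.51 over the 30 tested, at percentile 100 of matched random lists. This covers genes of that kind and does not speak for the 213 genes as a whole, 74 of which had negative differences. For genes expressed in mesenchymal cells the pattern cannot be told apart from a share of such cells that differs between libraries. For the other genes a response to TSA that depends on DNA methylation may be involved, as a hypothesis. It cannot be told apart from a response that depends on another difference between the lines. GC content was not tested, since no genome was used here.

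Single genes for which the difference itself was called were, with positive values, Tnc (4.58), Col3a1 (4.41), Cav1 (4.02), Nnat (1.77), Grb10 (1.70), Cdkn1c (1.55), Dnmt3b (1.33) and Mest (0.94), and with negative values Emp1 (-3.97), Gpr146 (-3.01), Nxf2 (-2.83), Trh (-2.71), Tdgf1 (-1.63), Stk31 (-1.58) and Prdm14 (-1.47), as log2 differences of the TSA effect in TKO minus that in wild type. Of these 15 genes, 0 had over 10% of exon bases inside the exons of another gene, so reads shared with overlapping genes are an unlikely source, while reads shared with distant copies, as for Nxf2, could not be tested. On the linear scale 1 gene, Trh, had the opposite sign: it fell from 768 ± 44.1 to 91.4 ± 24.8 CPM in wild type and from 544 ± 99.7 to 9.89 ± 1.90 in TKO (SD, n = 2), so the log scale may account for its call. Cav1 and Col3a1 had TKO DMSO libraries at or under 3 counts, and the sizes of their differences rest on that floor. Tnc had 6 and 0 counts in TKO DMSO. In wild type DMSO Gpr146 had 4 and 4 and Nxf2 had 3 and 5. The sizes of the differences of these genes near the floor are uncertain too. Tnc, Col3a1 and Cav1 are not on the marker list but are also expressed in mesenchymal cells. The list had an interaction at percentile 100 and rose with TSA in wild type (median 0.58), while the means of these genes fell there, from 7.07 to 5.40, from 4.23 to 2.05 and from 15.6 to 5.83 CPM. A shared change in the share of such cells therefore does not by itself account for the wild type part of their differences, and for the TKO part it was not excluded.

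Grb10, Dnmt3b and Nnat show different shapes of interaction. Grb10 was lower than in wild type DMSO after either change, and its means in the other 3 groups were between 117 and 127 CPM. Dnmt3b moved in opposite directions with TSA in the genotypes, and it is a targeted gene, so its RNA in TKO comes from a changed locus. Nnat (chromosome 2, 157560110 to 157562519) was at 55.9 ± 22.3 and 15.3 ± 3.72 CPM in wild type and TKO DMSO and at 98.6 ± 22.9 and 91.9 ± 2.59 in TSA (SD, n = 2).

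For the 29 imprinted genes the median interaction was 0.28, with 17 of 29 genes higher. Scaling or filtering as the cause would take the edgeR adjusted p above 0.05, and its highest value under 2 other scalings and 1 other filter was 0.0204, within a range of 0.00208 to 0.0204 over 5 alternatives. Unequal depth as the cause would do the same, and the edgeR adjusted p with thinned libraries was 0.00470. Without Cdkn1c, Grb10, Mest and Nnat, the 4 imprinted genes called singly, the other 25 genes had a median of 0.01, at percentile 42.4 of matched random lists. Removing genes chosen for their change lowers the median by construction, so this does not show whether the list as a whole or those 4 genes carry the result, and the pattern cannot be told apart from one made by those genes alone.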

How the results depend on the processing

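Shared-call counts, numbers of detected genes and fits without chromosomes 8 and 15 were added after seeing the data, and all other alternatives were fixed before. Across 11 alternatives of scaling, filter, design and tool, called genes ranged from 7120 to 9256 for TSA in wild type, from 8108 to 10039 for TSA in TKO, from 2737 to 4217 for TKO in DMSO, from 2360 to 4097 for TKO in TSA and from 8716 to 10413 for both changes together. Of the 42 results of comparisons, 25 kept their direction and their side of the threshold, or stayed within the limits set for counts and values, under every alternative run for that result other than leaving out a library. Medians of the gene lists were run under 5 alternatives only. Without chromosomes 8 and 15, TKO gave 2753 genes in DMSO and 2507 in TSA, and the interaction 200.

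Requiring a 2-fold difference as well as an adjusted p below 0.05 left 3296 and 4102 genes for TSA in wild type and TKO, 1363 and 1040 for TKO in DMSO and TSA, and 4403 for both changes together. An adjusted p below 0.01 left 1547 and 1222 genes for TKO in DMSO and TSA and 25 for the interaction. Genes with a 2-fold difference and no test numbered 3716, 4381, 2151, 1449, 4673 and 1637 over the 6 contrasts (TSA in wild type, TSA in TKO, TKO in DMSO, TKO in TSA, both changes, interaction), and without the gene filter 6393, 7178, 4157, 3682, 7607 and 4653, where the added genes are those of low counts. The interaction count of 213 was the least stable, at 488 without the filter, 633 with the replicate block, 610 with the block and a gene length offset, and 387 with DESeq2; the cause was not tested. The depth of the libraries limits fold changes of genes near 3 counts, which are given as lower bounds.

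Camera from limma, which sets the listed genes against all others, gave the same medians for imprinted genes with TSA in wild type (0.34) and TKO (0.44) but adjusted p-values of 0.585 and 0.0810, in ranges over 5 alternatives of 0.00527 to 0.585 and 0.00215 to 0.0810. Imprinted genes in TKO in DMSO passed with the replicate block (median 0.51, adjusted p 0.0442, range 0.0442 to 0.347). The correlation of TSA and TKO effects went from 0.179 to 0.166 and 0.0787 with the wild type DMSO libraries split between the contrasts in either way. The chromosome 15 median was -0.15 in TSA. The cause was not tested for these changes.

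Over the 8 fits that each left out 1 library, the germline median ranged from 0.78 to 1.39 for TSA in wild type, from 1.09 to 1.69 for TKO in DMSO and from -0.68 to 0.21 for the interaction. Imprinted medians ranged from 0.21 to 0.56 for TSA in TKO, from 0.22 to 0.50 for TKO in DMSO, from 0.16 to 0.30 for TKO in TSA, from 0.52 to 0.77 for both changes and from 0.10 to 0.28 for the interaction. Pluripotency medians ranged from -1.58 to -1.17 for TSA in TKO and from 0.30 to 0.72 for TKO in DMSO. They ranged from 0.19 to 0.34 for TKO in TSA, and from -0.21 to 0.03 for the interaction, which changed sign. The r of the TSA effects ranged from 0.762 to 0.819, the r of TSA and TKO effects from 0.116 to 0.395 and the slope from 1.05 to 1.27. Chromosome 8 ranged from -0.21 to -0.15 and chromosome 15 from -0.23 to -0.17. The rise in detected genes with TSA in TKO ranged from 841.5 to 1103.5 over the 4 fits that left out a TKO library.

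Reversed values were all of genes with small differences and no call. With total counts as the only scaling, log2 fold changes became 0.025 for Yy1 with TSA in wild type, 0.10, 0.073 and 0.082 for Dnmt1, Nrf1 and Yy1 with TSA in TKO, 0.014 for Yy1 in TKO in DMSO, 0.11, 0.12 and 0.096 for Nrf1, Sp1 and Yy1 with both changes, and -0.0079 for the Max interaction. With the upper quartile they were 0.028, 0.00068 and 0.0088 for Dnmt1, Nrf1 and Yy1 with TSA in TKO, 0.022 for Yy1 in TKO in DMSO, 0.047, 0.054 and 0.031 for Nrf1, Sp1 and Yy1 with both changes, and -0.025 for the Max interaction. Both scalings moved the median of all genes for TSA in wild type, from 0.01 to 0.22 with total counts and to 0.16 with the upper quartile. Yy1 in TKO in DMSO was 0.010 without the filter, 0.00030 with the replicate block, 0.012 with the length offset and 0.020 with both, and Sp1 with TSA in wild type was -0.057 with the length offset and -0.057 with the offset and the block; the cause was not tested. Among the other values of named genes, 19 were weaker and 15 stronger under an alternative and 2105 kept direction and side, and leaving out a library moved 197 by more than the replicate spread and left 1395 within it.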

Other observations

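Of the tests in this part, the comparison of libraries for chromosome 8, the lists matched on exon length, the runs of about 200 genes, the response of the second TSA replicates and the thinning for detected genes were chosen only after the result was seen.

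Expression from chromosomes 8 and 15 was lower in TKO (medians of -0.19 and -0.21 in DMSO), and several technical sources were tested. Without the called genes the medians were -0.048 and -0.15, against a lowest value of -0.03 elsewhere, but removing genes by their change lowers the difference by construction, so this does not decide whether strongly changed genes carry it. Of the genes on chromosomes 8 and 15, 66.1% and 71.8% were below 0. A gene length offset hardly moved the medians (the higher was -0.18) and so does not decide on length. Among 10000 lists of genes from other chromosomes matched on exon length, the lowest median was -0.044, so exon length does not account for the difference. In the upper part of mean expression the higher median was -0.15, so a difference restricted to low counts is not borne out. The 4 TKO libraries were below the 4 wild type libraries on chromosome 8 (exact two-sided permutation p 0.0286, the smallest possible), but chromosome 8 was chosen as an extreme. Against the largest difference on any of 20 chromosomes (the autosomes and X) in each of the 70 splits of the libraries, the exact permutation p was 0.0286 as well. Both p-values take DMSO and TSA libraries as interchangeable. The largest range within a genotype was 0.07 on chromosome 8 and the gap between the genotypes was 0.15. By these values spread between libraries is an unlikely source, although this comparison was chosen after the result was seen. A copy number difference of both whole chromosomes would lower each of 4 equal gene segments per chromosome, 8 in all, below every other autosome and X, and 7 were; the second segment of chromosome 8 had a median of 0.01. A whole-chromosome difference is therefore not borne out for chromosome 8. For chromosome 15 all 4 segments were between -0.26 and -0.16, and if a copy number difference were the source, its median would equal an additional copy in 31.1% of wild type cells or a lost copy in 26.9% of TKO cells.

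On chromosome 8 the lower expression began at about the same place in separate libraries, which may point to a segment whose copy number differs between the lines. The best position in the TSA libraries lay 2 genes from that in the DMSO libraries, and 92.9% of the genes beyond the DMSO position were below the median of all genes in the TSA libraries, with 180 called lower and 5 higher in DMSO. Runs of neighbouring genes with a shared change also occurred elsewhere. The largest median of 41 neighbouring genes on another chromosome had a size of 0.791 (chromosome 12, 109452823 to 109734974, a region with imprinted genes). On chromosome 8 it was -0.70 (105900474 to 109608673). The run on chromosome 12 covers a far shorter stretch of bases, so these runs are alike in number of genes only. Runs of about 200 genes reached -0.59 on chromosome 8, and the furthest from 0 on any other chromosome was -0.26 (chromosome 15). The segment is a hypothesis that cannot be told apart from shared regulation of neighbouring genes by expression alone. A second stretch, noticed in the plot along the chromosome, was lower as well: the 39 genes from 3150922 to 11550771 had a median of -0.52 in DMSO and -0.59 in TSA, against 0.01 and 0.06 for the 482 genes between the stretches.

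Y-linked genes were lower in wild type. A share of wild type cells without the Y chromosome could produce this, and would lower all Y-linked genes by the same factor. Their log2 fold changes of TKO against wild type in DMSO ranged from 0.23 (Eif2s3y) to 4.46 (Usp9y, at 0.642 and 1.22 CPM in wild type DMSO). The SD across the 8 genes was at percentile 96.1 of matched random lists. Such lists carry no shared factor, so this percentile does not decide. For the genes of highest level, Eif2s3y, Uty and Ddx3y, the values were 0.23 ± 0.11, 0.46 ± 0.16 and 1.08 ± 0.21 (SE). For these a shared factor alone is not borne out. The wild type DMSO libraries also differed from each other, with Ddx3y at 96.7 and 170 CPM and Zfy1 at 2.71 and 7.21 CPM in replicates 1 and 2. These genes were chosen after their values were seen.

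Several genes that were lower in TKO (Tagln, Cav1, Col8a1, Col3a1) are expressed in mesenchymal cells, and RNA from such cells in the wild type libraries was tested as a source. The marker list had a median of -0.79 in TKO against wild type in DMSO, at percentile 0 of matched random lists. If cells of another kind were the source, their share would be likely to differ between replicates, and the difference of wild type DMSO replicate 1 minus replicate 2 had a median of 0.21 at percentile 99.85. Wild type TSA replicates did not differ (0.03, percentile 71.5). However, TSA raised the list in wild type, and the second wild type TSA replicate lay further along the TSA effect. A larger share of other cells in the first replicate could be hidden by this, so that pair counts neither way. The wild type DMSO pair alone bears the explanation out, and the test does not decide. TKO DMSO replicates did not differ (-0.05, percentile 19.5). TKO TSA replicates differed (-0.24, percentile 0), but TSA raised the list in both genotypes (medians of 0.58 in wild type and 0.98 in TKO) and the second TKO TSA replicate lay further along the TSA effect, so that pair does not bear on RNA in the wild type libraries. Tagln went the other way in that pair, with 117 and 27 counts in replicates 1 and 2. It was higher in replicate 1 of every group, with 4915 and 1892 counts in wild type DMSO and 6626 and 2789 in wild type TSA. In TKO DMSO it had 300 and 105. In wild type TSA, Col3a1 (45 and 20) and Cav1 (103 and 79) were also higher in replicate 1, while Col8a1 (34 and 39) was not. Some of these genes thus differed between the wild type TSA replicates although the list did not. The pattern cannot be told apart from RNA of differentiated cells in the cultures, nor from regulation of these genes in the stem cells.

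More genes had at least 3 counts after TSA than after DMSO. Unequal depth is an unlikely source, since 97.4% of the difference remained in the genotype where thinning to equal totals reduced it most. An even background of reads, as from residual genomic DNA, would spread counts over the 4231 genes without a count in DMSO, of which the top 10% would hold 41.9% of the 4693 TSA counts in simulations. That part held 75.1%, so such a background alone is not borne out. A rise in transcription of genes that are silent in DMSO remains as a hypothesis; spread of counts by gene-specific mapping was not tested.

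The second TSA replicate lay further along the TSA effect than the first in each genotype. The difference of replicate 2 minus replicate 1 correlated across genes with the TSA effect of the other genotype at an r of 0.383 in wild type and 0.390 in TKO, against -0.0335 and 0.126 for the DMSO replicates. With libraries thinned to equal depth the lower of the TSA values was 0.377, so unequal depth does not account for it. A stronger response in the second replicates, by dose or time, is a candidate explanation, and the labels give the same dose and time for both. Genes are not independent replicates, and each genotype offers 1 such pair.

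The deposited table carries marks of spreadsheet handling in 27 gene names written as dates and in 2 shortened strand entries. It also has 2 duplicated names, 55 genes with exons on more than 1 chromosome and 119 on more than 1 strand. The source of these was not tested. The strand entries of Neb and Ttn stop at 255 characters and 128 entries, for 157 and 314 exons.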
